# Baicalein Inhibits Metastatic Phenotypes in Nasopharyngeal Carcinoma Cells via a Focal Adhesion Protein Integrin β8

**DOI:** 10.3390/ph15010005

**Published:** 2021-12-21

**Authors:** Pichamon Kiatwuthinon, Thana Narkthong, Utapin Ngaokrajang, Supeecha Kumkate, Tavan Janvilisri

**Keywords:** nasopharyngeal carcinoma, baicalein, metastasis, integrin β8, focal adhesion

## Abstract

Baicalein, a prominent flavonoid from the indigenous herbal plant *Scutellaria baicalensis* Georgi, possesses broad-spectrum anticancer activities. However, the biological effects of baicalein on nasopharyngeal carcinoma (NPC) and its underlying mechanisms remain unclarified. Thus, in this study, we examined the effects of baicalein on NPC cell lines and investigated the corresponding molecular mechanism through transcriptome profiling. In the study, four NPC cell lines were treated with various concentrations of baicalein at different time points. Cellular toxicity and proliferative inhibition of baicalein were examined by MTT assay. Metastatic phenotypes of NPC cells were investigated by wound healing, transwell, and adhesion assays. Additionally, microarray experiments were performed to determine the cellular pathways affected by baicalein. The expression and localization of the integrin β8 were validated by western immunoblotting and immunofluorescence. Our results revealed that baicalein exhibited its cytotoxicity and antiproliferative activity on all tested NPC cell lines. It also significantly inhibited metastatic phenotypes at sub-lethal concentrations. Transcriptomic analysis showed that baicalein significantly affected the focal adhesion pathway in NPC, where integrin β8 was greatly diminished. Thus, the present study results suggested that baicalein inhibits the metastatic phenotypes of NPC cells by modulating integrin β8, one of the major molecules in a focal adhesion pathway.

## 1. Introduction

Nasopharyngeal carcinoma (NPC) is a subtype of head and neck cancer arising from the mucosal epithelium of the nasopharynx. Although NPC incidence is rare in most parts of the world, it is highly prevalent in East and Southeast Asia [1,2]. The symptoms of NPC are not frequently shown and clearly identified owing to its latent development [2]. As a result, late diagnosis and low therapeutic efficacy are usually common, becoming the main obstacles for improving the treatment and enhancing survival rates in NPC patients. The etiology of NPC is complex and multifactorial, involving sex, environment, ethnicity, Epstein-Barr virus (EBV) infection, food consumption, and genome instability influences [2,3]. In many studies, NPC appears to be up to three-fold more prevalent in males than females [3]. Environmental factors including tobacco smoke, dust, and chemicals in the air play crucial roles in NPC carcinogenesis [1]. Individuals with East or Southeast Asian backgrounds exhibit a higher risk of NPC than other ethnic groups [2,4]. In addition, an association between NPC cases and EBV infection has been demonstrated. Mechanistically, EBV infection and reactivation trigger NPC pathogenesis [5,6]. Furthermore, foods with high content of 12-O-tetradecanoylphorbol-13-acetate (TPA), n-butyrate, nitrates, and nitrosamines, such as salted fish, meats, and vegetables, contribute greatly to the NPC development [6,7]. EBV reactivation, which could lead to genome instability and tumorigenesis, can be synergistically enhanced by a combination of chemicals such as TPA, sodium butyrate, and N-nitroso compounds [8]. Additionally, NPC tissues have revealed evidence of loss of heterozygosity at different chromosomal loci such as position 3p and 9p [9,10]. These multi-faceted risk factors distinctly affect the molecular characteristics of NPC cells, such as drug resistance, disease recurrence, and invasiveness, thus lowering the achievement of current treatment outcomes. Consequently, alternative measures are required to improve treatment efficiency. Natural and synthetically modified bioactive compounds have gained huge attention as their anticancer potentials have been demonstrated. They can be applied individually or in combination with current treatment methods to enhance the power of the cancer treatment synergistically [11,12,13,14].

Baicalein is one of the major bioactive flavonoids predominantly found in dried roots of the traditional herb *Scutellaria baicalensis*, Georgi [15]. It has various biological activities, including antiviral, antibacterial, anti-thrombotic, antidiabetic, anti-inflammation, and anticancer activities [16,17,18,19,20,21,22]. In addition, baicalein inhibits various types of cancers through distinct cellular signaling pathways [15,21,22,23,24,25,26,27]. Baicalein, for example, inhibits cell proliferation and induces apoptosis and senescence via the phosphatidylinositol 3-kinase/Akt signaling pathway in human colorectal cancer [21], via the Wnt/β-catenin pathway in osteosarcoma [27], via the caveolin-1/AKT/mTOR pathway in prostate cancer cells [24], and via the inhibition of Bcl-XL and Mcl-1 and activation of Bax, Bad, caspase-3, -8, and -9 in NPC [22]. Additionally, baicalein reduces metastatic potentials and epithelial-mesenchymal transition (EMT) of metastatic breast cancer cells [23]. For NPC, baicalein exerts its effect on anti-proliferation, cell cycle arrest, and apoptotic induction via the inhibition of EBNA1 Q-promoter activity [25]. However, the effects of baicalein on metastatic NPC phenotypes have not been investigated. Thus, in the present study, we investigated the effects of baicalein on NPC metastatic potentials, including cell migration, invasion, and adhesion, and elucidated the corresponding molecular pathways through genome-wide transcriptome analysis with the validation of a target protein candidate.

## 2. Results

### 2.1. Baicalein Exerts Its Cytotoxicity and Growth Inhibition on NPC Cell Lines

Four NPC cell lines, namely HK-1, SUNE 5-8F, SUNE 6-10B, and TW01, were treated with various concentrations of baicalein ranging from 0 to 80 µM for 24, 48, and 72 h to evaluate the inhibitory effect of baicalein on NPC cell proliferation. The results exhibited that baicalein possessed growth inhibition activity in a dose- and time-dependent manner for all four NPC cell lines. Furthermore, an increase in baicalein incubation time resulted in significantly decreased IC_50_ values as observed in all NPC cell lines (Figure 1). In addition, HK-1 cells exhibited the highest time-dependent sensitivity to baicalein, while TW01 cells were slightly affected by the time course of baicalein treatment. These results indicate that baicalein exerts the growth inhibitory effects on NPC cells.

### 2.2. Baicalein Suppresses Cell Migration, Invasion, and Adhesion In Vitro

We further investigated the effect of baicalein on metastatic characteristics of NPC cells, including cell migration, invasion, and adhesion. For migration, NPC cells were pretreated with 10 and 20 µM baicalein, considered as sub-lethal doses of baicalein, for 24 h and were then wound-scratched by pipette tips. The areas of wound closure were determined at 24 h after treatment, and the relative areas of cell migration were calculated, compared to 0 h. The percentage of migration rate of all NPC cell lines was significantly reduced after exposure to baicalein, regardless of concentrations (Figure 2A,B). Interestingly, low metastatic SUNE 6-10B cells did not show a significant response on migration retardation at 10 µM, but the inhibition was substantially pronounced at 20 µM baicalein (*p* < 0.05). HK-1 cells, on the contrary, displayed a dramatic diminution in cell migration from 60.1% in control cells compared to 15.7% and 6.8% in 10 µM and 20 µM baicalein treatment, respectively. Moreover, baicalein dose-dependently suppressed NPC cell invasion (Figure 2C,D). The relative invasion rate revealed that all NPC cell lines responded to baicalein moderately at 10 µM and significantly at 20 µM of baicalein. Furthermore, cell adhesion, typically mediated through the binding of cell adhesion molecules on the cancer cell surface to the extracellular matrix at new distant organ sites, was evaluated at 24 h after the baicalein treatment [28]. After treatment with baicalein, NPC cells displayed a substantial reduction in adhesion index, suggesting that these baicalein-treated NPC cells lost their re-adhering ability onto the extracellular matrix (Figure 2E). HK-1 was the most sensitive cell line to baicalein, inhibiting cell adhesion. In contrast, TW01 cells exhibited the lowest sensitivity to baicalein, resulting in the re-adherence of cells onto the Matrigel substrate at 10 µM incubation. These functional investigations on the inhibition of cell migration, invasion, and adhesion revealed, for the first time, that baicalein also targets cell motility pathways in NPC. Consequently, HK-1 cells, the most subtle NPC cell line to baicalein, were selected as a model to explore further pathways attributed to baicalein-suppressing metastatic potentials using transcriptome analysis.

### 2.3. Transcriptome Analysis of NPC Cells after Baicalein Treatment Reveals the Suppression of Integrin β8 in a Focal Adhesion Pathway

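HK-1 is a human NPC cell line, and each of the 9 arrays was hybridised with cDNA labelled with a single dye. There were 3 arrays each for control cells, cells treated with 10 µM baicalein and cells treated with 20 µM baicalein, and the paper's array methods name the 10 µM dose. Baicalein was given for 24 h, and the sample labels add a further 24 h in fresh medium. The labels call the control cells untreated, whereas the paper's methods give 1% DMSO as the control. Each array held 39200 spots, of which 29187 were gene probes and 8926 were empty, and 25378 probes named a gene, covering 19402 names. The median raw intensity of the gene probes was 7333 to 10286 on the control arrays, 7511 to 9589 at 10 µM and 7532 to 8770 at 20 µM. Local background made up 86.5% to 88.3% of that median. On control replicate 1, 17.0% of gene probes were above the 95th percentile of the empty spots, and on the other arrays 6.85% to 9.00% were. Above it were 900 probes on all 9 arrays and 21445 on none. By definition only 95% of the empty spots lie at or below this bound, so passing it on few arrays is weak evidence of signal. On every array except control replicate 1, the median net intensity of the empty spots was above that of the gene probes. Probes that carried the same gene name did not share a level, since over 6804 such pairs the mean log2 net intensities correlated at r = 0.0106 across probes, against 0.959 for the same probe between control and 10 µM. By mean net intensity, probes of ribosomal proteins, which are abundant in growing cells, were above the empty spots for 4 of 89, and those of olfactory receptors for 3 of 39. Raw intensities were log2-transformed, centred on the median and quantile-normalized, the steps that the paper's methods name; background was not subtracted, which is a choice made here. The 3 groups were fitted together with limma, and p-values were adjusted by Benjamini-Hochberg over the named probes. The series also holds a table of processed values from the authors, whose rank order followed net intensity (Spearman rho 1 on all 9 arrays) and whose units ran 3.25 to 3.65 per log2 of net intensity. The scaling behind this table is not given in the sources used here, so its differences are given in its own units. Since background dominates the raw intensity, a difference of raw log2 intensity can depart in size and sign from one of net intensity and is given as a difference in mean log2 intensity. The precision is limited by the number of arrays.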

The transcriptome analysis of HK-1 cells was performed using whole-genome DNA microarrays. This high-throughput approach allowed us to uncover the alteration of genes and pathways in NPC cells in response to baicalein. The significant cluster analysis of baicalein-treated HK-1 cells revealed 1,274 DEGs compared to the control HK-1 cells (*p* < 0.05). 

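The genes with the lowest p at 10 µM and a higher signal were S100A1, a calcium-binding protein, with a difference in mean log2 intensity of 0.22 (standard error 0.048), ARMC9 (0.22), NCKIPSD, an adaptor of the actin cytoskeleton (0.23), SLC6A6, the taurine transporter (0.15), SP9 (0.34), OR52N2, an olfactory receptor (0.17), NQO2, a quinone reductase (0.14), and PNLIPRP2 (0.15). Those with a lower signal were NR1H3, the oxysterol receptor LXRα (-0.17, standard error 0.049), PCDHGA1, a protocadherin (-0.15), ST6GAL2, a sialyltransferase (-0.18), KIF15, a mitotic kinesin (-0.16), GSTM4, a glutathione transferase (-0.16), N4BP2L2 (-0.15), ZNF498 (-0.22) and MMP16, a membrane-type matrix metalloproteinase (-0.17). The 3 arrays of each group did not overlap for these genes, which chance gives to 10% of probes with 3 independent arrays against 3, but all had an adjusted p = 1.00 in limma. In the authors' table, MMP16 lay above control by 0.059 of its units and OR52N2 below it (-0.10), and after normexp background correction they differed by 0.045 and -0.10. S100A1, NCKIPSD and SP9 were above the empty spots on all 9 arrays, ZNF498 on 7, MMP16 on 6, GSTM4 on 3, ST6GAL2 on 2, ARMC9 on 1, and the others on none. In limma, 0 of 25378 named probes had an adjusted p under 0.05 at 10 µM against control, and 198 had an unadjusted p under 0.05 (130 with the replicate number, which is also the scan batch, as a block), where chance alone gives 1268.9. Among the alternatives set before the data were examined, the count ran from 90 with median centring alone to 1033 with normexp background correction and, above chance, 1905 with array weights. The raw-intensity count was 111 without control replicate 2, 682 without control replicate 3, 313 and 342 without 10 µM replicates 2 and 3, and 320 without 20 µM replicate 1. The methods' t-test on the same values gave 576 probes at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg. In simulated arrays of this comparison, limma called 16% of probes changed by 0.25 and 88% of those changed by 0.5 on the log2 scale of raw intensity. Since most of that intensity is background, such a change stands for a much larger one of net intensity. The count of 0 therefore does not exclude changes of net intensity that move raw intensity by less than this. The simulated arrays were independent, and 5.16% of their unchanged probes had an unadjusted p under 0.05, against 0.780% of probes on the real arrays. These shares may therefore not hold for the real arrays.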

There were 751 (58.9%) significantly upregulated, and 523 (41.1%) significantly downregulated DEGs, shown in a hierarchically clustered heatmap (Figure 3A). 

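Of the probes at an unadjusted p under 0.05 in limma at 10 µM, 70 were higher and 128 lower than in control cells. The split depended on the background and scaling, with 35.4% higher from raw intensity, 45.9% after normexp background correction, 48% after cyclic loess and 24.4% with median centring alone, and 48.6% on net intensity, a setting added after the data were seen. It also turned with single arrays left out, to 61.7%, 51.1% and 54.4% higher without 10 µM replicates 1, 2 and 3 in turn, and to 51.4% without control replicate 2. On the authors' table of processed values, the methods' t-test, likewise added after the data were seen, gave 1274 probes at an unadjusted p under 0.05, 523 higher and 751 lower with baicalein. Chance alone gives 1268.9 at this threshold. None of these 1274 passed Benjamini-Hochberg, the lowest adjusted p being 0.349, and limma on the same table gave 922 at an unadjusted p under 0.05 and 0 after adjustment. Over all named probes, the groups were fully separated for 1330 probes (5.24%), 518 higher and 812 lower at 10 µM, against 10% by chance if arrays are independent. Same-numbered control and 10 µM arrays correlated on raw intensity, which can lower the share expected without a change.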

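Of 26 measured integrin subunits, the receptors that join cells to the extracellular matrix, 14 had a higher and 12 a lower mean log2 intensity at 10 µM baicalein than in control cells, and with normexp, on net intensity or in the authors' table 12 were higher and 14 lower. The members of lowest p were ITGB6 (-0.17, standard error 0.084), ITGA3 (-0.085) and ITGA7 (-0.16, which was 0.028 without control replicate 2), none of which passed the test. Of 56 genes of integrin binding, 31 were above and 25 below control, against 27 and 29 with normexp or on net intensity and 24 and 32 in the authors' table. TNC, the matrix protein tenascin-C, which was chosen after its value was seen, was the member with an unadjusted p under 0.05, with a difference of -0.38 (standard error 0.13, adjusted p = 1.00) and a signal above the empty spots on all 9 arrays. Of 28 cadherins and catenins, which hold cell-cell junctions, 11 were above and 17 below, with a median difference of -0.0024, and 14 were above and 14 below with normexp, median centring alone or net intensity. The median difference was 0.0044 for integrin subunits and 0.0077 for integrin binding, whereas their means, -0.010 and -0.010, and the set test lay on the lower side. No member of these 3 lists passed limma's adjusted p under 0.05, whether adjusted over all probes or adjusted over the list alone, and apart from TNC none had an unadjusted p under 0.05. As sets, limma's camera gave an adjusted p = 0.965 for each of the integrin subunit, integrin binding and cadherin lists, over 34 lists written from general knowledge, and with an estimated correlation the adjusted p = 0.955 for all 3. These lists stand in for the gene ontology terms, whose members were not used here.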

GO enrichment analysis demonstrated that two GO terms in a molecular function category were distinctively related to cell adhesion, including integrin binding and cadherin binding involved in cell-cell adhesion. Furthermore, KEGG pathway enrichment analysis represented that focal adhesion, PI3K-Akt, ErbB, TGF-β, and HIF-1 signaling pathways are major pathways that are evidently associated with cell migration, invasion, and adhesion (Table 1). 

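Among 198 measured genes of focal adhesion, the contacts that link integrins to the actin cytoskeleton, 105 had a higher and 93 a lower mean log2 intensity at 10 µM, and 1 had an unadjusted p under 0.05 in limma. That gene was TNC, and the gene past p among 82 of ErbB receptor signaling was MAP2K4, a kinase of the JNK pathway (0.15, standard error 0.067), and among 81 of HIF-1 signaling, the response to low oxygen, EIF4E, the cap-binding factor of translation (-0.16, standard error 0.056); both were chosen after their values were seen, and among 83 genes of TGF-β signaling 0 passed. Of the genes of HIF-1 signaling, 48 of 81 lay below control with a median difference of -0.015, which did not pass camera over the 34 lists (adjusted p = 0.642, and adjusted p = 0.890 with an estimated correlation). For focal adhesion the median was 0.0033 and the mean 0.0006, with camera's test on the lower side (adjusted p = 0.979), and in the authors' table 96 of its genes were higher and 102 lower. Enrichment was tested one-sided by Fisher's exact test among 19402 genes with the brightest probe standing for each, 154 of them at an unadjusted p under 0.05. The share was 0.505% of focal adhesion genes against 0.797% of other genes, and Fisher's exact p = 0.795 for focal adhesion, 0.480 for ErbB, 0.476 for HIF-1 and 1 for TGF-β signaling, before adjustment over the 4 lists. In the authors' table of processed values with the methods' t-test, a setting added after the data were seen, focal adhesion had Fisher's exact p = 1.32e-04. ErbB, TGF-β and HIF-1 signaling also had a Fisher's exact p under 0.05 there, before adjustment. Apart from the focal adhesion genes, the Table 1 genes of lowest p were VHL, which marks HIF proteins for breakdown (-0.10), CHRM2, a muscarinic receptor (-0.11), GNG7 (-0.093), PPP2R3A (0.084), EPAS1, which encodes HIF-2α (-0.12), and YWHAB (-0.079), none past the test. The lists were written from general knowledge and hold the Table 1 genes of their pathways, which the study chose on these arrays, so they are not independent evidence; PI3K-Akt signaling was not tested. Of the 93 genes in the paper's Table 1, 0 had an unadjusted p under 0.05 in limma on raw intensity, and all 93 had a probe past the methods' t-test in the authors' table.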

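Among the 26 focal adhesion genes of the paper, 20 had a mean log2 raw intensity at 10 µM on the side of control that the paper gives, by differences of -0.12 to 0.067, each with a standard error of 0.045 to 0.089. In limma, 0 of the 26 passed an adjusted p under 0.05, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05, and the methods' t-test on the same values gave 1. The study chose these genes on these arrays, so their direction here is not independent evidence. With the methods' t-test on the authors' table, added after the data were seen, 26 had a probe at an unadjusted p under 0.05 on the paper's side at 10 µM and 3 did at 20 µM. By the brightest probe of each gene, 18 were above the empty spots on no array and 1, COMP, on all 9. For 13 of the 26 more than 1 probe carried the name, and in 6 of those the probes lay on opposite sides of control in the authors' table.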

A heatmap of the focal adhesion pathway represented 26 DEGs, comprising 11 upregulated and 15 downregulated genes (Figure 3B). 

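Among the genes the paper lists as higher, SRC and PAK2 encode kinases of focal adhesion signaling, RHOA a small GTPase of the actin cytoskeleton, KDR the receptor VEGFR2, and COL1A1, COL2A1 (the name in Table 1) and LAMA4 matrix proteins. The difference in mean log2 intensity at 10 µM was 0.067 for SRC (standard error 0.089), 0.066 for LAMA4, 0.061 for MYLK3, 0.029 for COL1A1, 0.028 for BCL2, 0.017 for COL2A1, 0.016 for PRKCA and 0.0064 for KDR. PAK2 (-0.048) and RHOA (-0.037) lay below control on raw intensity and above it in the authors' table, by 0.80 and 1.11 of its units. None of the 11 passed limma's test (adjusted p = 1.00), and the brightest probes of 8 of them were above the empty spots on no array. From the authors' table, the brightest probe of all 11 was higher at 10 µM, with differences from 0.58 for PRKCA to 1.11 for RHOA, and 6 of 11 were higher at 20 µM. The raw difference also changed its sign for COL2A1, KDR, PRKCA and RHOA when single arrays were left out. Without 10 µM replicate 3 that of SRC was -0.048, and as a mean over a gene's probes that of MYLK3 was -0.012.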

The upregulated DEGs were *BCL2*, *COL1A1*, *COL2A2*, *KDR*, *LAMA4*, *MYLK3*, *PAK2*, *PRKCA*, *RAF1*, *RHOA*, and *SRC*. The downregulated DEGs included *ITGB8*, *COMP*, *PRKCB*, *PPP1R12A*, *MYL9*, *PARVA*, *COL11A2*, *PAK6*, *EGFR*, *AKT1*, *PIK3R1*, *CCND3*, *CAV1*, *VEGFA*, and *JUN*. Furthermore, a protein-protein interaction network (PPI) was used to explore the relationship between enriched DEGs in the focal adhesion pathway (Figure 3C). 

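PIK3R1, the regulatory subunit of PI3-kinase, had a difference in mean log2 intensity of -0.12 (standard error 0.070) at 10 µM on raw intensity. For MYL9, a myosin light chain, it was -0.052, for CCND3, cyclin D3, -0.048, for EGFR, the epidermal growth factor receptor, -0.046, and for VEGFA, a growth factor of blood vessels, -0.028. PPP1R12A (-0.011), PAK6 (-0.0081) and JUN (-0.0055) lay below control and, like CCND3, EGFR and VEGFA, by less than their standard errors. COL11A2 (0.010), AKT1 (0.049) and CAV1, the main protein of caveolae (0.086), lay above control, COL11A2 and AKT1 by less than their standard errors. In all, 11 of these 15 genes were below control on raw intensity, and none passed limma's test (adjusted p = 1.00). When single arrays were left out, the raw difference changed its sign for JUN, PPP1R12A, PAK6, VEGFA, COL11A2 and AKT1. The brightest probe of 13 of the 15 was lower at 10 µM in the authors' table, those of EGFR (0.19 of its units) and ITGB8 being above control. CAV1 (-0.60) and COL11A2 (-0.97) were lower there, and AKT1 differed by -0.11.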

A total of 24 nodes were extracted from the enriched DEGs in the focal adhesion pathway. Among the protein interactions, we observed that integrin β8 (ITGB8) directly interacted with several downregulated proteins such as COMP, PRKCB, and PARVA. 

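COMP, a cartilage matrix protein that binds collagens, had the lowest p of the 26 focal adhesion genes and was above the empty spots on all 9 arrays. Its difference in mean log2 intensity was -0.11 (standard error 0.055) at 10 µM and -0.15 at 20 µM, and all arrays with baicalein lay below the 3 control arrays at both doses (exact permutation test not below 0.1 with 3 arrays against 3; adjusted p = 1.00 in limma at each dose, with an unadjusted p under 0.05 at 20 µM). PRKCB, a protein kinase C, differed by -0.12 (standard error 0.064) at 10 µM and -0.064 at 20 µM, and PARVA, an actin-binding adaptor of integrin-linked kinase, by -0.065 (standard error 0.065) and 0.015. PRKCB was above the empty spots on 1 array and PARVA on none, and neither passed limma's test at either dose. All of these values are from the brightest probe of each gene. Another COMP probe, above the empty spots on no array, differed by -0.049 at 10 µM and -0.015 at 20 µM, and its arrays overlapped with control at both doses. The other PRKCB probes differed by -0.064 and 0.014 at 10 µM. Interactions between proteins were not measured by these arrays.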

Based on the inhibition of cellular phenotypes, including cell migration, invasion, and adhesion, together with the bioinformatics data, we thus focused on integrin β8 protein, one of the essential cell adhesion molecules, which plays a vital role in regulating communication between cells and the ECM. 

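ITGB8 encodes the integrin β8 subunit, which pairs with αV and binds latent TGF-β, and 2 probes carried its name. Which probe is called brighter was set by mean log2 intensity over all 9 arrays, those with baicalein included. In control cells PH_hs_0017236 was the higher, at 0.013 against -0.0020 in log2 intensity and 1163 against 1092 in net intensity. For the brighter probe, PH_hs_0047559, which stands for the gene, the normalized log2 intensity was -0.0020 ± 0.036 (SD over 3 arrays) in control cells and 0.012 ± 0.079 at 10 µM, a difference of 0.014 (standard error 0.053, adjusted p = 1.00 in limma, two-sided exact permutation p = 0.9). Within the 3 scan batches, each with 1 array per group, its difference was 0.063, 0.057 and -0.077, and it changed its sign without control replicate 1 (-0.0050), without 10 µM replicate 2 (-0.022) and as the mean over both probes (-0.0089). Its difference at 20 µM was -0.032 (exact permutation p = 0.4). For the other probe, PH_hs_0017236, the raw differences were -0.032 at 10 µM (exact permutation p = 0.3) and -0.077 at 20 µM (exact permutation p = 0.1, the smallest that 3 arrays against 3 allow), with an adjusted p = 1.00 for both. On the scale of the authors' table of processed values, this probe was at 0.42 ± 0.18 (SD over 3 arrays) in control cells, -0.67 ± 0.42 at 10 µM and 0.0056 ± 1.00 at 20 µM. Its difference of -1.10 at 10 µM passed the methods' t-test at the paper's threshold but not after adjustment (adjusted p = 0.915; exact permutation p = 0.1), whereas the brighter probe differed by 0.073 in that table. By scan batch, the table's difference at 10 µM was -0.65, -1.07 and -1.57 for PH_hs_0017236 and -0.45, -0.56 and 1.23 for PH_hs_0047559. Neither probe was above the empty spots on any of the 9 arrays, so no fold is given. Net intensity of PH_hs_0017236 was 1163 ± 83.2 in control cells, 942 ± 139 at 10 µM and 1069 ± 159 at 20 µM. From the inhibited migration, invasion and adhesion together with the array data, the paper reasons that integrin β8 was the molecule to follow.

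**Figure D1:**
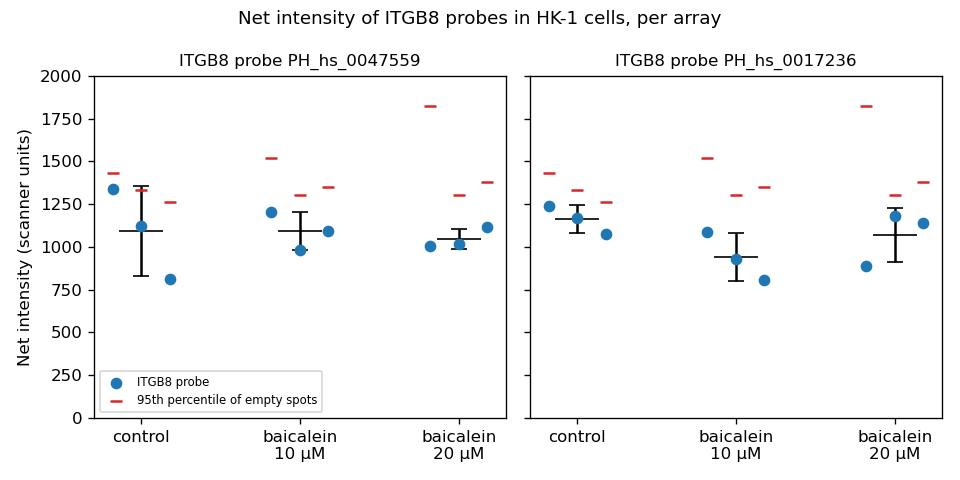
Net intensity (scanner units, linear axis from 0) of the ITGB8 probes PH_hs_0047559 (left) and PH_hs_0017236 (right) on each of the 9 arrays, by group. Blue points are arrays, black lines are the mean and SD over 3 arrays, and red bars are the 95th percentile of the empty spots on the same array; all points lie below their red bar.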

According to the transcriptome profile of the baicalein-treated HK-1 cells, the normalized expression of integrin β8 was significantly lower than that of HK-1 control cells (Figure 3D). We further validated the expression and localization of integrin β8 in baicalein-treated HK-1 cells.

### 2.4. Integrin β8 Is Suppressed after Baicalein Treatment

We further validated and confirmed the downregulation of integrin β8 by Western immunoblotting. Indeed, the protein expression of integrin β8 was significantly reduced in baicalein-treated HK-1 cells (Figure 4A,B). We also determined the cellular localization of integrin β8 using an immunofluorescence staining technique (Figure 4C,D). The integrin β8 protein, actin filaments, and nucleus were visualized by Alexa-488-conjugated secondary antibody, TRITC-labeled phalloidin, and DAPI, respectively. In the control HK-1 cells, integrin β8 showed a dense and confined pattern of Alexa-488 fluorescence intensity close to the nucleus (Figure 4C, arrow pointed). On the contrary, baicalein-treated HK-1 cells had a distinct pattern of integrin β8 observed throughout the cytoplasm with faint fluorescence intensities. Moreover, the relative fluorescence intensity of integrin β8 in baicalein-treated HK-1 cells was significantly lower than that in the control HK-1 cells, ensuring the suppression of the integrin β8 production and redistribution of the protein after the baicalein treatment (Figure 4C,D).

## 3. Discussion

Current NPC treatment encounters low therapeutic efficacy in patients who are diagnosed at a later stage, causing a relapse with metastasis and lower survival outcomes [29]. Recently, naturally active compounds have been in the spotlight to alleviate these issues and reduce the side effects of current chemotherapeutic drugs and radiotherapy [30]. Baicalein, a flavonoid compound from dry roots of *S. baicalensis*, has anticancer activities both in vitro and in vivo. Baicalein exerted inhibitory effects on cell growth and cell cycle of numerous cancers through various molecular pathways such as PI3K/Akt [31], Wnt/β-catenin [27], and caveolin-1/AKT/mTOR [24], and the upregulation of p53 and caspases [22]. A previous study on NPC with baicalein showed that a decrease in cell viability of an EBV-positive NPC cell line was mediated through the downregulation of transcription factor specificity protein 1 (Sp1) and reduction in the EBNA1 activity in a dose- and time-dependent manner [25]. Meanwhile, an EBV-negative HK-2 cell line only demonstrated a minor growth-inhibiting effect. However, our findings with four EBV-negative NPC cell lines, including SUNE 5-8F, 6-10B, Tw01, and HK-1, showed that baicalein effectively exerts an antiproliferative effect. In fact, the reduced IC_50_ values confirmed the inhibition with a dose- and time-dependent manner. These results infer the potential of employing baicalein to treat both EBV-associated and EBV-non-associated NPC, which possess different chromosomal and molecular abnormalities [25].

For the first time, we demonstrated anti-metastasis activities of baicalein on NPC, including cell migration, invasion, and adhesion. Similar to our findings, baicalein displayed its anti-cell mobility activities in different types of cancer via various specific target molecules and pathways. Baicalein inhibited the migration of MDA-MB-231 breast cancer cells by suppressing SATB1, a nuclear matrix binding protein, and the Wnt/β-catenin pathway in a dose-dependent manner [32]. In addition, pancreatic cancer cell mobility was suppressed by baicalein through the downregulation of the PI3/Akt and MEK/ERK signaling pathways [33]. Moreover, the invasion of cancers such as breast, hepatoma, and ovarian cancer cells was markedly inhibited by baicalein by reducing matrix metalloproteinase (MMP)-2/-9 expression, associated with the MAPK signaling pathway [34,35,36]. Along with cell invasion and migration, baicalein exhibited its suppressive effect on the adhesion of cancer cells to the extracellular matrix, described as an early stage in establishing metastasis at secondary tumor sites [36,37]. Although controversial, the loss of cell-ECM adhesion has been demonstrated in vivo to mitigate cancer progression [27,38]. Furthermore, gene expression profiles of baicalein-treated non-small cell lung cancer cells unveiled the substantial downregulation of integrin alpha 1, 2, and 4 subunits, in agreement with anti-tumor growth in vivo [39].

**Figure 4:**
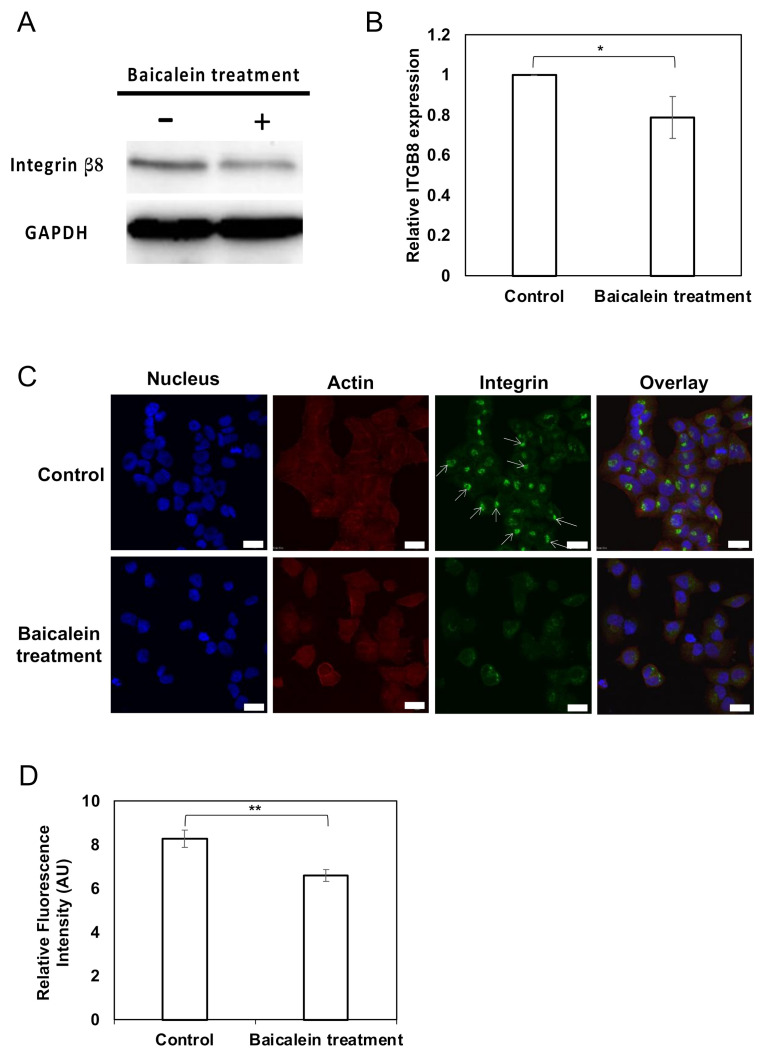
Validation of integrin β8 expression in baicalein-treated NPC cells. (**A**) Protein expression of integrin β8 in HK-1 cells with and without baicalein treatment. GAPDH was used as a loading control. Blots were cropped from the same gel to improve the clarity of protein-specific bands. (**B**) The relative protein expression of integrin β8 was determined by Western immunoblotting. (**C**) Immunofluorescence staining of intracellular integrin β8 protein in HK-1 cells. HK-1 cells were treated with 10 µM baicalein for 24 h and fixed with 4% paraformaldehyde. The cells were then stained with primary integrin β8 antibody, followed by Alexa-488-conjugated anti-mouse IgG. DAPI and TRITC-labeled phalloidin were used to counterstain the nucleus and actin, respectively. The arrows indicate the distinct pattern of integrin β8 in control HK-1 cells. Scale bar represents 20 µm. (**D**) The relative fluorescence intensity of baicalein-treated HK-1 cells compared to the control was determined by ImageJ software. All data represent the mean ± standard error of the mean (SEM) from three independent experiments, ** *p* < 0.01 and * *p* < 0.05.

According to our results, the GO annotation of DEGs also disclosed that “integrin binding” and “cadherin binding involved in cell-cell adhesion” were enriched in the molecular function category, associating with cell mobility. KEGG enrichment analysis further addressed that the focal adhesion and PI3K/Akt pathways were the two most significant signaling pathways targeted by baicalein. The enriched PI3K/Akt pathway has also been consistently reported as a typically targeted pathway for baicalein in many studies, including pancreatic [33], esophageal squamous [31], melanoma [40], breast [36], and colorectal cancers [41]. Additionally, both focal adhesion and PI3K/Akt pathways share some key central proteins, indicating a strong correlation between these two pathways for inhibiting cancer mobility [24,40]. We focused on integrin β8 protein, one of the focal adhesion molecules bridging the communication between cells and the extracellular matrix, downregulated at both gene and protein levels. Furthermore, integrin β8 interconnects with several proteins, facilitating the control of focal adhesion. Our PPI analysis disclosed the interconnection between ITGB8 and several proteins, such as COMP, involving the production of cartilage oligomeric matrix protein. Similar to the present data, a meta-analysis in lung adenocarcinoma patients also exhibited a strong relationship between ITGB8 and COMP, contributing to the regulation of lung cancer metastasis and poor treatment outcomes [42]. Moreover, an integrin β8 was involved in regulating migration and invasion in several types of cancer including glioblastoma, prostate, lung, and ovarian cancers [43,44,45,46]. Integrin β8-overexpressing metastatic glioblastoma cells reinforced the invasion by forming a complex between integrin β8 and Rho-GDP dissociation inhibitor 1 (RhoGDI1) [44]. In contrast, a knockdown of integrin β8 or an interruption between integrin β8 and RhoGDI1 could reverse the cancer cell invasion via prohibiting Rho GTPase and increasing the GTP-bound Rho proteins [44]. Another study in cisplatin-resistant ovarian SKOV3 cancer cells uncovered that the suppression of integrin β8 by miR-199a-3p diminished cancer cell invasion [47]. In fact, integrin β8 displays diverse functions, in addition to the inhibition of cell mobility, including the enhancement of cell cycle arrest, apoptosis, and drug sensitization [47,48]. In our study, the distinct subcellular localization of integrin β8 where the perinuclear accumulation vanished after the baicalein treatment was observed. The translocation of integrin β8 from perinuclear to cytosol regions was shown to colocalize with the Golgi apparatus in pancreatic cancer cells after exposure to gemcitabine and X-ray [48]. In the same study, the International Cancer Genome Consortium (ICGC) and COSMIC database were explored to confirm that no gene alteration of integrin β8 in pancreatic cells that could cause abnormal localization patterns. Additionally, the distribution of integrin β8 in the cytoplasm was presented in normal microvascular endothelial cells, suggesting cytoplasmic subcellular localization of integrin β8 [49]. Nevertheless, a profound mechanistic study of the reorganization pattern of intracellular integrin β8 in NPC related to baicalein exposure requires further investigation.

Despite being a potent anticancer agent, baicalein at micromolar ranges is typically employed in in vitro studies [50]. This is considered as a limitation in translating the use of baicalein in vitro to in vivo and clinical practice, where the nanomolar range is usually observed [51,52]. Pharmacokinetic studies of baicalein have been extensively performed in rodents, monkeys, and humans, which revealed drug excretion through urine and feces and chemical modification of baicalein by glucuronidation [51,52,53,54,55]. A pharmacokinetic study in humans orally consuming up to 2800 mg baicalein exhibited *T*_max,_ *t*_1/2_, and *C*_max_ of 0.75 h, 15.01 h, and 108.17 ng/mL, respectively, indicating a reduction in baicalein in blood plasma. Remarkably, the baicalein administered was tolerated and safe for human health [54]. Consequently, further optimization on drug efficacy and stability, and safety is essential for clinical translation [56]. Baicalein can be chemically modified to obtain derivatives with improved pharmacokinetics and pharmaceutical properties, including anti-proliferation [12]. Alternatively, the efficacy and permeability of baicalein in vivo can be enhanced using engineered delivery platforms such as baicalein-encapsulating lipid and polymer nanoparticles [57,58]. The lipid nanoparticles increase the bioavailability of entrapped baicalein by more than 300% [57]. Thus, it is plausible to exploit baicalein as an anti-metastatic agent in vivo for treating metastatic NPC; however, further investigations on this compound are warranted. Altogether, we demonstrate that baicalein downregulates integrin β8 in NPC cells and suppresses NPC metastatic phenotypes, thereby potentially improving patient survival rates and NPC therapeutic efficiency.

## 4. Materials and Methods

### 4.1. Chemicals and Cell Line Maintenance

All chemicals, unless indicated otherwise, were purchased from Sigma-Aldrich (St. Louis, MO, USA). Baicalein (98% purity) (Product No.: 465119) was prepared in dimethyl sulfoxide (DMSO) at 100 mM as stock solution and stored at −20 °C. Desired concentrations of baicalein were freshly prepared by diluting the stock solution in a serum-free medium, DMSO 1% (*v*/*v*) was used as a control throughout all experiments. NPC cell lines in this study included HK-1 (kindly provided by Prof. Maria L Lung, University of Hong Kong), SUNE 5-8F, SUNE 6-10B (kindly obtained from Prof. Qingling Zhang, Southern Medical University), and TW01 (kindly gifted from Prof. C-T Lin, National Taiwan University). HK-1, SUNE 5-8F, and SUNE 6-10B were cultured in Roswell Park Memorial Institute medium (RPMI-1640; Invitrogen, NY, USA) with 10% fetal bovine serum (FBS; Thermo Scientific Hyclone, UT, USA) and 100 U/mL penicillin, 100 µg/mL streptomycin (Invitrogen, NY, USA), incubated at 37 °C with 5% CO_2_. Tw01 cells were cultured in Dulbecco’s modified Eagle medium supplemented with 10% FBS and 100 U/mL of penicillin, 100 µg/mL of streptomycin at 37 °C with 5% CO_2_. All cell lines were sub-cultured at 80–90% confluence, and the media were replaced every 48 h.

### 4.2. MTT Assay

Approximately 3 × 10^3^ cells/well were seeded in a 96-well plate (Corning, NY, USA) and cultured for 24 h. Cells were then washed, incubated with various concentrations of baicalein (0 to 80 µM) for 24, 48, and 72 h. After that, the cells were incubated with 0.5 mg/mL 3-(4, 5-dimethylthiazol-2-yl)-2, 5-diphenyltetrazolium bromide (MTT) (United States Biological, MA, USA) for 3 h. The medium was then replaced with DMSO, and a microplate reader measured the absorbance at 540 nm (PerkinElmer’s VICTOR4; Perkinelmer, Inc., Waltham, MA, USA). The percentage of cell viability was calculated as the ratio of absorbance of treated cells to the absorbance of the untreated cells. The half-maximum inhibitory concentration (IC_50_) values were calculated by fitting the data into a nonlinear regression using GraphPad Prism 6 software. All experiments were independently performed in triplicate.

### 4.3. Cell Migration by Wound-Healing Assay

A total of 2 × 10^5^ cells/well were seeded into a 24-well plate and cultured until confluent. Wounds were scratched using 200 µL sterile pipette tips. The cells were then incubated with 10 and 20 µM baicalein, which was sub-lethal baicalein concentrations for the cells, in 0.1% FBS-containing media for 24 h. Images were obtained by a phase-contrast inverted microscope (Eclipse TS100; Nikon Corporation, Minato-ku, Tokyo, Japan) at 0 and 24 h. The cell migration rates were examined from the measurement of the wound area of experimental groups from *t* = 0 and *t* = 24 h compared to that of the untreated control group using TScratch software. Three independent experiments were performed in triplicate, and the data are expressed as the mean ± SEM.

### 4.4. Cell Invasion Assay

Approximately 1 × 10^5^ cells/well were seeded into a 6-well plate and then cultured for 24 h. Next, the cells were harvested and adjusted to a density of 1 × 10^4^ cells/ 100 µL before being exposed to 10 and 20 µM baicalein in serum-free medium for 6 h. Following the incubation, cell suspensions were added onto an 8 µM-pore PET membrane chamber (EMD Millipore, MA, USA), pre-coated with Matrigel (Corning, NY, USA). A medium supplemented with 10% FBS as a chemoattractant was added to the lower PET insert chamber. The non-invaded cells on the upper surface were scraped off by the cotton swab after 12 h. Invading cells located on the lower surface of the membrane were fixed with 4% paraformaldehyde for 20 min and stained with 0.5% crystal violet solution overnight. The stained cells were photographed and counted under an inverted light microscope. The relative cell invasion rate was determined as the number of invaded cells in baicalein treatment groups compared to that in a non-treated control group. Three independent experiments were performed in triplicate, and the data are expressed as the mean ± SEM.

### 4.5. Cell Adhesion Assay

Matrigel was pre-coated and air-dried in a 96-well plate. NPC cells were harvested, and 1 × 10^4^ cells were resuspended in different concentrations of baicalein-containing media and then further incubated for 6 h. After that, cells were plated onto a pre-coated Matrigel^TM^ surface and further incubated for 12 h. The unadhered cells were removed by washing with PBS three times, and the re-adhered cells onto the matrigel-coated plate were determined by the MTT assay as described previously. Cell adhesion index was obtained from the ratio between the number of re-adhering cells in experimental groups to that in a control group. Three independent experiments were performed in triplicate, and the data are expressed as the mean ± SEM.

### 4.6. Protein Extraction and Western Blotting

NPC cells (1 × 10^6^ cells/10 mL medium) were plated onto a 10 cm Petri dish and cultured for 24 h before exposure to 10 µM baicalein for 24 h. They were washed with PBS and lysed with ice-cold RIPA lysis buffer (50 mM Tris-HCl, 150 mM NaCl, 5 mM EDTA, 0.1% SDS, 0.5% sodium deoxycholate and 1% NP-40 with 1 mM PMSF). To remove cell debris, the samples were centrifuged at 9000× *g* for 20 min at 4 °C. The protein concentrations were determined by Bradford assay (Bio-Rad, CA, USA). Total proteins were then separated by SDS-PAGE and transferred onto nitrocellulose membranes. Nonspecific binding was blocked with 10% BSA for 2 h at room temperature. The primary antibodies against ITGB8 (ab80673; Abcam, MA, USA) (1:1000), β-actin (A1978; Sigma-Aldrich, MO, USA) or and GAPDH (ab128915; Abcam, MA, USA) (1:20,000) were incubated with the membrane overnight at 4 °C. The secondary anti-rabbit antibody conjugated with horseradish peroxidase (HRP) (1:1000) (Cell Signaling Technologies, MA, USA) was added and further incubated for 30 min. The immunoreactivities were detected by SignalFire™ ECL Reagent (Cell Signaling Technologies). The experiments were independently performed in triplicate. The intensities of bands were evaluated using the ImageJ program (Version 1.52r) [59].

### 4.7. Microarray Hybridization

NPC cells were incubated with 10 µM baicalein for 24 h. Total RNA was extracted using E.Z.N.A.^®^ Total RNA Kit I (Omega Biotek, Norcross, GA, USA) according to the manufacturer’s instructions. Total RNA samples were then treated with DNAse I (Omega Biotek), purified, and spectrophotometrically quantified at 260 nm using NanoDrop™ UV-Vis Spectrophotometer (Thermo Scientific™, Waltham, MA, USA). RNA samples with an absorbance ratio of 260/280 nm higher than 1.8 were subjected to a labeling process described previously [60]. Briefly, 6 to 10 µg of total RNA was reverse-transcribed by reverse transcriptase (Thermo Scientific™) in the presence of 7 µg of Cy3-labeled random nonamers (Integrated DNA Technologies, Singapore), 3.33 mM dNTP, Ribolock nuclease inhibitor, and 5 mM DTT (Thermo Scientific™). The reaction mixture was incubated at 25 °C and 42 °C for 5 and 180 min, respectively. Then, 200 mM NaOH and 20 mM EDTA were added at a 1:1 ratio to remove the RNA template strands. The reaction was incubated at 65 °C for 10 min; then, one volume of 1 M HEPES buffer was added. The Cy3-labeled cDNA strands were purified by a GeneJET DNA purification kit (Thermo Scientific™). The OneArray^®^ Human Microarray v5 (HOA 5.1) (PhalanxBio, Inc., CA, USA) were pre-warmed and pre-hybridized at 60 °C for 10 min and 42 °C for 1 h, respectively. The arrays were then rinsed with ultrapure water and spun to eliminate water residue. Next, they were incubated and hybridized with Cy3-labeled cDNA strands in a hybridization chamber saturated with 2× SSC at 42 °C for 16–18 h. After incubation, the arrays were washed and rinsed with 1× SSC buffer twice, followed by 0.1× SSC buffer. Then, the intensity of Cy3-hybridized arrays was scanned by a microchip LS Reloaded scanner (Tecan Group Ltd., Switzerland). A 532 nm laser was used for the scan with 6 µm resolution and 220 PMT gain. The intensities from the scanner were processed and quantified with Array Pro Analyzer software. Microarray data were deposited in the Gene Expression Omnibus with the accession number GSE127765.

### 4.8. Data Processing and Analysis

The microarray data from three biological replicates were obtained as raw intensity format, transformed by log2 value, median, and quantile normalization, respectively. Differentially expressed genes (DEGs) were obtained from an equal variance t-test between control and 10 µM baicalein-treated groups. The biological significance of DEGs was then explored using DAVID bioinformatics resources version 6.8 [61]. Gene ontology (GO) term and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed. DEGs were clustered based on their molecular functions annotated by GO terms. Pathway enrichment analysis was used to identify important pathways that were altered as a result of baicalein treatment. A confidence level at *p* < 0.05 was employed to obtain significant DEGs and enrichment analysis. For protein interaction network analysis, the DEGs from the focal adhesion pathway were used for the construction of the protein-protein interaction (PPI) networks using Network Analyst [62].

### 4.9. Immunofluorescence

NPC cells (1 × 10^5^ cells/well) were plated on 8-well chamber slides (SPL Life Science, South Korea) for 24 h. The cells were treated with 10 µM baicalein for 24 h. Cells in 1% DMSO were used as a control. They were washed, fixed with 4% paraformaldehyde, permeabilized with 0.1% Triton X-100, blocked with 10% FBS, and probed with 4.5 µg/mL rabbit polyclonal anti-integrin β8 antibody overnight (ab80673; Abcam, Cambridge, MA, USA) (1:100). The cells were incubated with 5 µg/mL Alexa-488-conjugated goat anti-rabbit IgG secondary antibody (A-11034; Thermo Scientific™) (1:100) for 1 h. The cells were then counterstained with 1 µg/mL Tetramethylrhodamine (TRITC)-conjugated phalloidin and 5 µg/mL DAPI (AppliChem, Germany) before imaging using an FV1000 confocal microscope (Olympus, USA).

### 4.10. Statistical Analysis

Results were expressed as mean ± stand error of the mean (SEM) of triplicate independent experiments. A two-tailed unpaired t-test was used to compare the control and sample groups. A confidence level of >95% indicated statistical significance for all experiments (** *p* < 0.01; * *p* < 0.05; “ns” indicates not significant).

## 5. Conclusions

For the first time, our present work reported the inhibitory effect of baicalein on NPC cell migration, invasion, and adhesion. Transcriptome analysis revealed that baicalein exerted anti-metastasis activities in NPC through the suppression of focal adhesion and PI3K/Akt pathways. In addition, we unveiled that the downregulation of integrin β8, one of the key cell adhesion proteins in the focal adhesion and PI3K/Akt pathways, as evidenced in both gene and protein expression levels. Thus, we propose integrin β8 as a potential targeted protein in NPC in response to baicalein exposure, and it can be used as a therapeutic marker in the forthcoming NPC treatment.

## Figures and Tables

**Figure 1:**
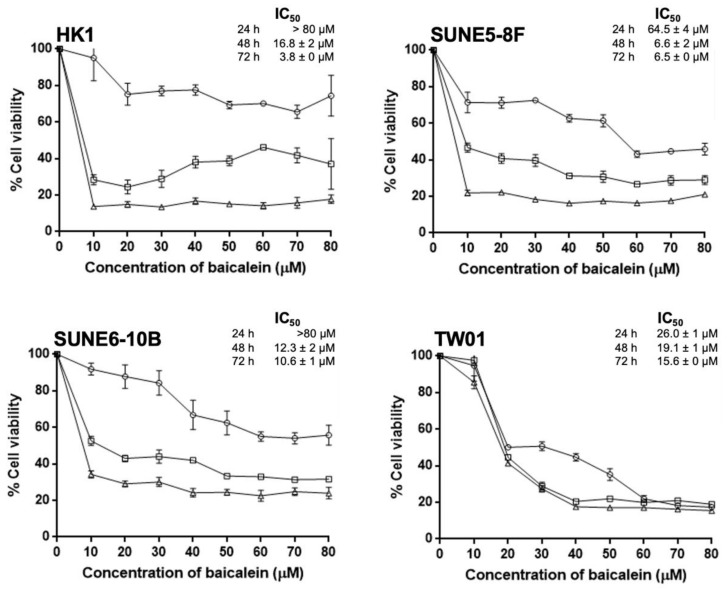
aGrowth inhibition profiles of four NPC cell lines, namely HK-1, SUNE 5-8F, SUNE 6-10B, and TW01, were determined by the MTT assay. All cells were treated with various concentrations of baicalein from 0 to 80 µM for 24, 48, and 72 h. The percentage of NPC cell viability was compared between baicalein-treated cells and the control. The IC_50_ values of baicalein inhibiting four NPC cell lines at 24, 48, and 72 h are shown. The IC_50_ values were obtained using the GraphPad Prism 6 program (San Diego, CA, USA). Data represent the mean ± standard error of the mean from three independent experiments.

**Figure 2:**
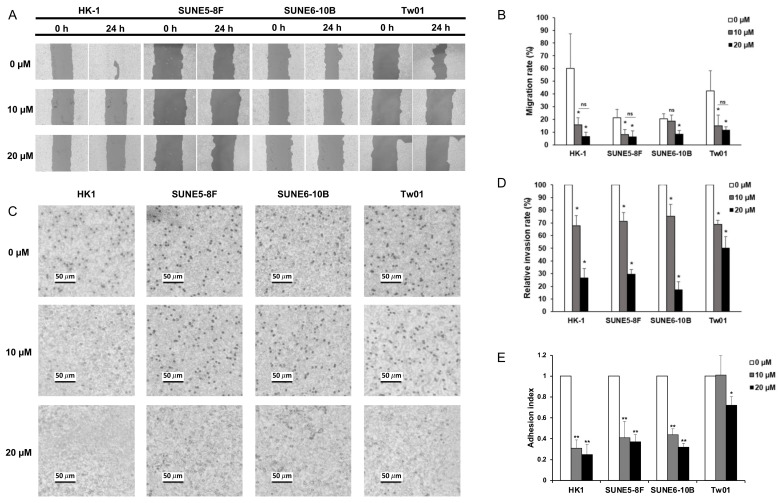
Baicalein inhibits NPC cell migration, invasion, and adhesion. (**A**) Wound-healing assay. NPC cells were seeded and cultured until confluence on the culture plate, and the wound was created by cell scratching for cell migration assay. Then, the cells were treated with 0, 10, and 20 µM of baicalein. The wound areas were observed at 0 h and 24 h with ×100 magnification using a light microscope, (Eclipse TS100; Nikon Corporation, Minato-ku, Tokyo, Japan), and (**B**) migration rates were represented. (**C**) In vitro invasion assay. The 8-well insert membrane was pre-coated by Matrigel before plating NPC cells. At 24 h, the invasive cells at the lower side of the insert membrane were fixed and stained with crystal violet. The images displayed the number of invasive cells at ×100 magnification using light microscope. (**D**) The invasive rate of NPC cells upon the exposure of different baicalein concentrations was determined by the ratio between the number of invasive cells in baicalein and those in the control groups. (**E**) Cell adhesion assay. NPC cells were resuspended with various concentrations of baicalein (0, 10, and 20 µM) and incubated for 6 h, then transferred to Matrigel-coated culture plate and cultured for 12 h. The cells re-adhering onto the ECM substrate were determined compared with the non-treated control cells. Data represent the mean ± standard error of the mean (SEM) from three independent experiments, ** *p* < 0.01 and * *p* < 0.05.

**Figure 3:**
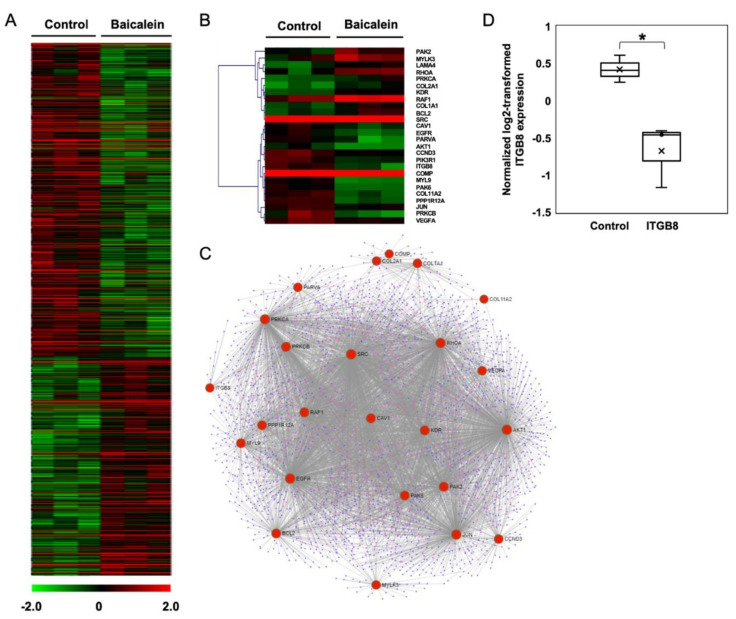
Transcriptomic profiles of NPC cells upon exposure to baicalein. (**A**) An illustration of a heatmap of hierarchical clustering of all 1274 DEGs between baicalein-treated and control HK-1 cells. (**B**) A heatmap of DEGs between the baicalein-treated and cell control groups, which are involved in the focal adhesion pathway as enriched by KEGG pathway analysis. The heatmaps were constructed using the hierarchical clustering function in the MeV program at a level of confidence * *p* < 0.05. As indicated in the diagram, a gradient of colors from red to green represents upregulation to downregulation. (**C**) An undirected protein-protein interaction network of DEGs with nodes highlighted on genes in the focal adhesion pathway using Network Analyst software. (**D**) A box plot of normalized log2-transformed values of integrin β8 was obtained from transcriptome analysis.

**Table 1:** Selective KEGG pathway enrichment analysis of all differentially expressed genes of baicalein-treated NPC.

KEGG Pathways	Gene Counts	*p* Values	Gene Names
Focal adhesion	26	2.33 × 10^−4^	*CAV1*, *COL2A1*, *SRC*, *MYL9*, *PAK6*, *AKT1*, *PAK2*, *ITGB8*, *COMP*, *BCL2*, *RHOA*, *PPP1R12A*, *COL11A2*, *PIK3R1*, *EGFR*, *PRKCA*, *MYLK3*, *RAF1*, *KDR*, *PRKCB*, *LAMA4*, *CCND3*, *JUN*, *VEGFA*, *COL1A1*, *PARVA*
PI3K-Akt signaling pathway	37	2.43 × 10^−4^	*FGFR2*, *PPP2R3A*, *FGF9*, *FGF10*, *COL2A1*, *GNG8*, *AKT1*, *ITGB8*, *BCL2*, *COMP*, *PPP2CB*, *CSF3R*, *COL11A2*, *FGF1*, *PIK3R1*, *SYK*, *GNG7*, *PRKCA*, *EGFR*, *PPP2R1A*, *IL2RA*, *CREB1*, *YWHAB*, *PKN2*, *RAF1*, *BCL2L11*, *KDR*, *NRAS*, *GNGT1*, *LAMA4*, *CDKN1A*, *CCND3*, *CHRM2*, *VEGFA*, *JAK1*, *MDM2*, *COL1A1*
Oxytocin signaling pathway	20	7.67 × 10^−4^	*PRKCA*, *EGFR*, *ADCY1*, *MYLK3*, *CACNG7*, *PRKAG2*, *RAF1*, *OXTR*, *KCNJ3*, *SRC*, *PRKCB*, *MYL9*, *NRAS*, *CDKN1A*, *JUN*, *RHOA*, *PPP1R12A*, *CAMK2D*, *PPP3CC*, *RYR2*
Renal cell carcinoma	12	1.08 × 10^−3^	*PAK6*, *AKT1*, *NRAS*, *CUL2*, *HIF1A*, *PAK2*, *EPAS1*, *VHL*, *JUN*, *VEGFA*, *RAF1*, *PIK3R1*
ErbB signaling pathway	14	1.13× 10^−3^	*PRKCA*, *EGFR*, *RAF1*, *SRC*, *PRKCB*, *AKT1*, *PAK6*, *NRAS*, *CDKN1A*, *EREG*, *PAK2*, *JUN*, *CAMK2D*, *PIK3R1*
Pathways in cancer	38	1.43 × 10^−3^	*FGFR2*, *ADCY1*, *FGF9*, *FGF10*, *CXCL12*, *GNG8*, *AKT1*, *CUL2*, *CDKN2B*, *BCL2*, *RHOA*, *CSF3R*, *RARB*, *RUNX1*, *FGF1*, *PIK3R1*, *GNG7*, *PRKCA*, *EGFR*, *PTGER1*, *BMP2*, *PTGER4*, *EPAS1*, *VHL*, *RAF1*, *FZD5*, *CTNNA3*, *PRKCB*, *DAPK1*, *NRAS*, *GNGT1*, *LAMA4*, *CDKN1A*, *HIF1A*, *JUN*, *VEGFA*, *JAK1*, *MDM2*
TGF-β signaling pathway	13	2.57 × 10^−3^	*PPP2R1A*, *BMP2*, *SMAD5*, *DCN*, *ACVR2A*, *SP1*, *CDKN2B*, *ZFYVE16*, *PPP2CB*, *RHOA*, *TGIF1*, *ACVR1*, *BMP8A*
HIF-1 signaling pathway	14	2.80 × 10^−3^	*PRKCA*, *EGFR*, *VHL*, *PFKFB3*, *PRKCB*, *AKT1*, *CUL2*, *CDKN1A*, *HIF1A*, *BCL2*, *VEGFA*, *CAMK2D*, *PIK3R1*, *NPPA*
Dopaminergic synapse	16	5.66 × 10^−3^	*PRKCA*, *PPP2R1A*, *PPP2R3A*, *CALY*, *CREB1*, *TH*, *GRIA3*, *KCNJ3*, *PRKCB*, *AKT1*, *GNG8*, *GNGT1*, *PPP2CB*, *CAMK2D*, *PPP3CC*, *GNG7*
Viral carcinogenesis	22	5.91 × 10^−3^	*CREB1*, *YWHAB*, *SNW1*, *SRC*, *NRAS*, *CDKN1A*, *CCND3*, *CDKN2B*, *GSN*, *JUN*, *RHOA*, *JAK1*, *MDM2*, *HIST1H4C*, *HIST1H4I*, *ATP6V0D1*, *HDAC9*, *ATP6V0D2*, *HDAC8*, *PIK3R1*, *SYK*, *HIST1H4H*

## Data Availability

All data sets during and/or analyzed during the current study are available from the corresponding author upon request. All microarray data were deposited in the Gene Expression Omnibus with the accession number GSE127765.

## Abbreviations

COSMIC	Catalog of somatic mutations in cancer
DAPI	4′,6-Diamidino-2-Phenylindole
DEGs	Differentially expressed genes
DMSO	Dimethyl sulfoxide
EMT	Epithelial-mesenchymal transition
EBV	Epstein-Barr virus
FBS	Fetal bovine serum
GO	Gene ontology
ICGC	International Cancer Genome Consortium
KEGG	Kyoto Encyclopedia of Genes and Genomes
NPC	Nasopharyngeal carcinoma
PPI	Protein-protein interaction
SEM	Stand error of mean
TRITC	Tetramethylrhodamine-isothiocyanate
TPA	12-*O*-tetradecanoylphorbol-13-acetate

How the deposited data were processed for this re-analysis (not part of the article)

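HK-1 cells were profiled on 9 single-colour whole-genome arrays, 3 of control cells, 3 after 10 µM baicalein and 3 after 20 µM baicalein for 24 h. The paper calls these biological replicates, and p-values measure the spread between these arrays. The paper's array methods describe control and 10 µM only.

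The scanner files deposited by the authors give for each spot a raw intensity, a local background intensity and a net intensity, as written by the scanner software. The authors also deposited a table of processed values, treated here as a score: its rank order follows net intensity, its units are larger than log2 units of net intensity, and its array medians lie between -0.14 and -0.0056. The methods name log2 transformation, median and quantile normalization, an equal-variance test between control and 10 µM, and a threshold of 0.05. They name no adjustment, so that threshold is read here as one of unadjusted p. The scaling and centring of the table are not given in the sources used here, and its direction was taken from the sample labels.

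From the raw intensity, values were log2-transformed, each array centred on its median and the 9 arrays quantile-normalized. Each gene probe has a single spot per array, so no spots were averaged. Control and empty spots were left out of the tests. limma 3.58.1 in R 4.3.3 fitted the 3 groups together, and p-values were adjusted by Benjamini-Hochberg over the 25378 probes that name a gene; 3809 gene probes carry no name. Names are those of the array files: of 19402, 16009 are current symbols and 2385 older symbols only. Where several probes name a gene, the probe with the highest mean log2 intensity stands for it. A probe was counted as above the empty spots where its net intensity passed the 95th percentile of the empty spots on that array. The exact permutation test of 3 arrays against 3 cannot give a p below 0.1.

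Gene lists were tested with limma's camera (inter-gene correlation 0.01; fry and an estimated correlation as alternatives) over 34 lists written from general knowledge, and focal adhesion, ErbB, TGF-β and HIF-1 signaling by Fisher's exact test for more genes at an unadjusted p under 0.05. The genes named in the text are the paper's 26 focal adhesion genes, up to 6 further genes of its Table 1, and for each dose 8 higher and 8 lower genes of lowest unadjusted p, since none passed the adjusted threshold; and the 3 members of lowest p of the lists of integrin subunits, matrix metalloproteinases, and the NRF2, AHR and hypoxia targets. Of the genes under this rule, 3 are not reported here singly and stay in the counts over groups of genes. The paper's tables had been read when this rule was written. COL2A2 in the paper's text is COL2A1 in its Table 1 and was taken as COL2A1. Figures were drawn with matplotlib 3.10.9.

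Array headers place the 9 arrays in 3 scan batches, each with 1 array of every group and all with the same replicate number. On raw intensity, deviations from the group means correlated at 0.137 to 0.225 between same-numbered control and 10 µM arrays, against -0.215 to 0.0343 for other numbers. On net intensity the same-numbered values were 0.066, 0.087 and 0.0093, against -0.077 to 0.021 for other numbers. A pairing of these arrays thus showed on raw intensity and, more weakly and for replicates 1 and 2 only, on net intensity. Between 20 µM and control the same-numbered correlations on raw intensity were -0.331 to -0.230, and between 20 µM and 10 µM -0.110 to -0.0738. A fit with the replicate number as a block was run as an alternative. It assumes 1 replicate effect shared by all 3 groups, which the opposite signs of these correlations go against. A paired fit of the control and 10 µM arrays alone was not run.

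The steps were tested on simulated data: of 50 probes per size changed at 10 µM among 25378, limma called 16% at a log2 change of 0.25, 88% at 0.5, 98% at 1 and 98% at 2. The changes are of raw intensity, and the simulated arrays were independent. Of unchanged simulated probes 5.16% had an unadjusted p under 0.05 in limma, against 0.780% of real probes, so these shares may not hold for the real arrays.

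The gene lists, the rule for named genes and the main settings were set before the data were examined, as were these alternatives: normexp background correction with an offset of 50, median centring alone, cyclic loess, probes brighter than the median, the 6 arrays of a comparison alone, the methods' t-test, limma with trend and robust, limma with array weights, the replicate block, the authors' table, the mean over a gene's probes, other set tests, and leaving out each array in turn. Added after the data were seen were net intensity, bright probes only, the authors' table and net intensity each with the methods' t-test, any probe of a gene, and the other ITGB8 probe. Bright probes are those whose mean log2 net intensity is above that of the empty spots' 95th percentile, and lists of probes above the empty spots by mean use the same bound. Spots named NA and the PI3K-Akt pathway were not tested.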

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

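The tests that weigh explanations for the bright probes were chosen only after the result was seen.

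On 20 µM replicate 2, 62 of 264 spike control spots, which the paper does not report on, were more than 10 times the median of the empty spots, against 1 on control replicate 2 and 0 on each of the other 7 arrays.

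The paper does not report on the 20 µM arrays, where 85.4% of 1964 named bright probes were lower than in control cells, with a median difference of -0.11 and 397 lower, 4 higher at an unadjusted p under 0.05 in limma and 0 past adjustment, against 58.9% and -0.013 at 10 µM. The share lower at 20 µM was 75.9% with normexp (median difference -0.28), 77.9% with median centring alone (-0.090), 58.0% with cyclic loess (-0.022), 75.2% on net intensity (-0.18) and 81.5% in the authors' table (-0.91 of its units), whereas that at 10 µM ranged from 49.2% on net intensity to 68.2% with median centring alone. A cause in 20 µM replicate 2 alone is argued against by the share without that array, 83.9%, and one in the scan batch by the shares within the 3 batches, which each hold all groups, 84.1%, 76.4% and 56.3% with medians of -0.20, -0.10 and -0.019, although in the last of these batches more bright probes were lower at 10 µM (64.3%, median -0.034) than at 20 µM. The batch with 84.1% holds control replicate 1, where 17.0% of gene probes were above the empty spots, against at most 9.00% on any other array. The share without that array was not computed, and the batches that do not hold it gave 76.4% and 56.3%. A weaker signal over background on the 20 µM arrays may account for the pattern, since the median log2 net intensity of bright probes over that of all gene probes was 0.983, 0.528 and 0.805 at 20 µM, against 1.38, 1.03 and 1.20 in control cells. This measure is close to the pattern itself, so it cannot be told apart from a lower level of these transcripts at the higher dose, which was not tested.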

How the results depend on the processing

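The settings on net intensity, on bright probes only, on the authors' table with the methods' t-test, on any probe of a gene and on the other ITGB8 probe were chosen only after the data were seen. The signal over background limits all of these values, since 21445 of 29187 gene probes were above the empty spots on no array. At 10 µM against control 0 genes passed an adjusted p under 0.05, by limma or the methods' t-test, under all 24 alternatives (lowest adjusted p 0.349 to 1.000), beside 198 at an unadjusted p under 0.05. No gene list passed at 10 µM (lowest adjusted p 0.486 to 0.994 over 26 alternatives) or at 20 µM (0.184 to 0.836), camera with an estimated correlation and fry included. The correlation of both doses' differences was 0.152 to 0.497 over 24 alternatives, under each below the median of the simulations, which treat arrays as independent. The other counts at an unadjusted p under 0.05, and the share of them that was higher, moved with the processing as follows; apart from fewer probes or arrays where the setting names them, the cause was not tested.

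With normexp background correction, the count was 1033 at 10 µM against control, 1332 at 20 µM against control, 1367 at 20 µM against 10 µM, the share higher was 45.9% at 10 µM against control, 52.8% at 20 µM against control, 49.2% at 20 µM against 10 µM, 8 of the 26 focal adhesion genes passed on the paper's side, and the difference turned its sign for PAK2 (0.84), RHOA (1.13), COL11A2 (-1.05), EGFR (0.34), CAV1 (-0.62), OR52N2 (-0.10), MMP16 (0.045), CYP1A2 (0.088). With median centring alone, the count was 90 at 10 µM against control, the share higher was 24.4% at 10 µM against control, and the difference turned its sign for PPP1R12A (0.0058), JUN (0.0049). With cyclic loess, the count was 100 at 10 µM against control, 340 at 20 µM against control, the share higher was 48.0% at 10 µM against control, 51.5% at 20 µM against control, 39.3% at 20 µM against 10 µM, and the difference turned its sign for JUN (0.0074), CYP1A2 (0.11). For probes brighter than the median, the count was 480 at 20 µM against 10 µM, the share higher was 12.3% at 20 µM against 10 µM, and 1 gene, S100A1, passed limma's adjusted p at 20 µM against 10 µM. With the 6 arrays of the comparison alone, the count was 318 at 10 µM against control, the share higher was 23.0% at 10 µM against control, and 1 of the 26 focal adhesion genes passed on the paper's side. By the methods' t-test, the count was 576 at 10 µM against control, the share higher was 38.6% at 20 µM against control, and 1 of the 26 focal adhesion genes passed on the paper's side. With array weights, the count was 1905 at 10 µM against control, 1746 at 20 µM against 10 µM, the share higher was 33.0% at 20 µM against control, 42.6% at 20 µM against 10 µM, 1 gene, S100A1, passed limma's adjusted p at 20 µM against 10 µM, 2 of the 26 focal adhesion genes passed on the paper's side, and the difference turned its sign for AKT1 (-0.012), VEGFA (0.0066). With the replicate block, the count was 130 at 10 µM against control. From the authors' table, the count was 922 at 10 µM against control, 1423 at 20 µM against control, 1350 at 20 µM against 10 µM, the share higher was 32.4% at 20 µM against control, 41.0% at 20 µM against 10 µM, 7 of the 26 focal adhesion genes passed on the paper's side, and the difference turned its sign for PAK2 (0.80), RHOA (1.11), COL11A2 (-0.97), EGFR (0.19), AKT1 (-0.11), CAV1 (-0.60), OR52N2 (-0.10), MMP16 (0.059). As the mean over a gene's probes, the ITGB8 difference was -0.0089, and the difference turned its sign for MYLK3 (-0.012), COL11A2 (-0.020), AHRR (0.011).

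With each array left out in turn, the count at an unadjusted p under 0.05 was 111 to 682 at 10 µM against control (without control replicate 2 and without control replicate 3), 335 to 1393 at 20 µM against control (without control replicate 1 and without 20 µM replicate 3) and 722 to 1635 at 20 µM against 10 µM (without 10 µM replicate 1 and without 20 µM replicate 3). The share higher was 20.7 to 61.7%, 14.5 to 52.0% and 15.9 to 51.7% in that order, lowest without control replicate 3, without 10 µM replicate 1 and without 10 µM replicate 1, and highest without 10 µM replicate 1, without 20 µM replicate 2 and without 20 µM replicate 1. Of the 26 focal adhesion genes, 0 to 1 passed. At 20 µM against control 0 to 1 genes passed limma's adjusted p, VEZF1 without 20 µM replicate 2 and CCDC51 without 20 µM replicate 3, and at 20 µM against 10 µM 0 to 2, VEZF1 without 20 µM replicate 2 and CCDC51 and TRPM7 without 20 µM replicate 3; TRPM7 was picked after its value was seen. The 10 µM difference ranged over -0.022 to 0.056 for ITGB8, -0.011 to 0.035 for COL2A1, -0.029 to 0.049 for KDR, -0.044 to 0.024 for PAK6, -0.013 to 0.052 for PRKCA, -0.063 to 0.053 for PPP1R12A, -0.040 to 0.052 for COL11A2, -0.10 to 0.051 for JUN, -0.26 to 0.028 for ITGA7, -0.0088 to 0.093 for AKT1, -0.085 to 0.0077 for RHOA, -0.063 to 0.026 for VEGFA, -0.048 to 0.13 for SRC. In all, 54 of 74 single-gene differences kept their direction under every alternative, and of 1711 values 73 turned. Alternatives that change only the test, such as the methods' t-test, trend and robust or the replicate block, leave each difference as it is. So do those that only drop probes, and a sign could not turn there. The authors' table and net intensity are each counted under both tests. The 73 of 1711 is therefore no measure of robustness. The replicate block changed no other call.

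The settings chosen after the data were seen gave the following. On net intensity, the count was 883 at 10 µM against control, 1331 at 20 µM against control, 1328 at 20 µM against 10 µM, the share higher was 48.6% at 10 µM against control, 39.9% at 20 µM against control, 40.4% at 20 µM against 10 µM, 9 of the 26 focal adhesion genes passed on the paper's side, focal adhesion enrichment had an adjusted p = 0.0163, by Fisher's exact test, and the difference turned its sign for PAK2 (0.25), RHOA (0.34), COL11A2 (-0.27), EGFR (0.065), AKT1 (-0.0091), CAV1 (-0.16), OR52N2 (-0.018), MMP16 (0.025), CYP1A2 (0.086). For bright probes only, the count was 14 at 10 µM against control, 222 at 20 µM against control, 198 at 20 µM against 10 µM, the share higher was 0.901% at 20 µM against control, 0.505% at 20 µM against 10 µM, and 2 focal adhesion genes lay on the paper's side among those kept. With the methods' t-test on the authors' table, the count was 1274 at 10 µM against control, 1241 at 20 µM against control, the share higher was 36.1% at 20 µM against control, 47.9% at 20 µM against 10 µM, 23 of the 26 focal adhesion genes passed on the paper's side, focal adhesion enrichment had an adjusted p = 5.30e-04, by Fisher's exact test, and the difference turned its sign for PAK2 (0.80), RHOA (1.11), COL11A2 (-0.97), EGFR (0.19), AKT1 (-0.11), CAV1 (-0.60), OR52N2 (-0.10), MMP16 (0.059). On net intensity with the methods' t-test, the count was 1292 at 10 µM against control, 1213 at 20 µM against control, the share higher was 49.1% at 10 µM against control, 41.4% at 20 µM against control, 43.0% at 20 µM against 10 µM, 21 of the 26 focal adhesion genes passed on the paper's side, focal adhesion enrichment had an adjusted p = 0.00445, by Fisher's exact test, and the difference turned its sign for PAK2 (0.25), RHOA (0.34), COL11A2 (-0.27), EGFR (0.065), AKT1 (-0.0091), CAV1 (-0.16), OR52N2 (-0.018), MMP16 (0.025), CYP1A2 (0.086). The other ITGB8 probe differed by -0.032 on raw intensity and by -1.10 in the authors' table with the methods' t-test, and counting any probe of a gene there 26 of the 26 focal adhesion genes passed.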

Differences from the paper's values

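The settings on net intensity, and on the authors' table with the methods' t-test or with any probe of a gene, and the dimmer ITGB8 probe, were chosen only after the values were seen.

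At the paper's threshold of an unadjusted p under 0.05, the paper's count of differentially expressed genes at 10 µM is 1274 and that of limma on raw intensity was 198. Chance alone gives 1268.9 of the 25378 named probes. Of the alternatives set before the data were examined, normexp background correction (1033), array weights (1905) and the authors' table with limma (922) came within 1.5 times the paper's count, and the others, the methods' t-test on raw intensity (576) and each array left out included, did not. The authors' table with the methods' t-test gave 1274, and net intensity gave 1292 with that test and 883 with limma; these settings were chosen after seeing the values, and called a probe on the paper's side for 26 of the paper's 26 focal adhesion genes by any probe in the table (dropping 0), and for all but 5 and 17 by the brightest probe on net intensity.

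The paper counts 751 of these as upregulated and 523 as downregulated, and limma on raw intensity gave 70 higher and 128 lower. Of the alternatives set before the data were examined, array weights came within 1.5 times of the first number (851), and normexp (559), the methods' t-test (387), the authors' table (585) and leaving out control replicate 3 (541) of the second. With the methods' t-test on the authors' table, chosen after seeing the values, 523 were higher and 751 lower with baicalein, the paper's numbers with the directions exchanged, while each of the 26 focal adhesion genes had a probe past that test on the paper's side and 0 had one on the other. In the heat map of Figure 3A, read by eye, the larger block of genes is lower with baicalein.

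The paper gives 26 focal adhesion genes, 11 higher and 15 lower, at that threshold, and limma on raw intensity gave 0, 0 and 0. No alternative set before the data were examined came within 1.5 times of these. With settings chosen after seeing the values, the authors' table with the methods' t-test gave 23 (11 higher and 12 lower) by the brightest probe, dropping 3 of the paper's genes, and 26 by any probe, dropping 0, and net intensity with that test gave 21, dropping 5, and 9 with limma, dropping 17. Among the alternatives set before the data were examined, normexp called 8, the authors' table with limma 7, array weights 2, and the methods' t-test, the 6 arrays of the comparison alone, and leaving out control replicate 3 or 20 µM replicate 1 1 each.

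The paper's enrichment p is, to 2 digits, 2.3e-04 for focal adhesion, 1.1e-03 for ErbB, 2.6e-03 for TGF-β and 2.8e-03 for HIF-1 signaling, from a pathway database whose release was not used here, and Fisher's exact p on raw intensity was 0.795, 0.480, 1 and 0.476 over lists written from general knowledge. None of the alternatives set before the data were examined came within 1.5 times of these, although by Fisher's exact p normexp put focal adhesion (0.0443) and TGF-β signaling (0.0414) under 0.05 before adjustment, and array weights (0.0185) and leaving out 10 µM replicate 2 (0.0169) put ErbB signaling there. Chosen after seeing the values, and dropping the genes named above, the authors' table with the methods' t-test gave a Fisher's exact p of 1.32e-04, 0.00234, 0.00784 and 0.00662 in that order, net intensity with that test 0.00111, 0.00828, 0.00900 and 0.0521, and net intensity with limma 0.00407 for focal adhesion.

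For ITGB8 the paper's normalized values are about 0.4 in control cells and about -0.65 at 10 µM in Figure 3D, read by eye, and the brighter probe, which stands for the gene by the rule set beforehand, gave -0.0020 and 0.012 on a log2 scale of raw intensity and -0.0006 and 0.073 in the authors' table. The dimmer probe, chosen after seeing the values, gave 0.013 and -0.019 on raw intensity, 0.42 and -0.67 in the authors' table, dropping 0 of the paper's called genes, and 0.47 and -0.75 with normexp, both of these within the standard deviation of the arrays from the paper's values. The paper states that ITGB8 is lower at 10 µM; the brighter probe differed by 0.014 on raw intensity and 0.073 in the authors' table.

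On raw intensity 20 of the 26 focal adhesion genes lay on the paper's side. PAK2 (-0.048) and RHOA (-0.037), which the paper lists as higher, lay below control, and COL11A2 (0.010), AKT1 (0.049), CAV1 (0.086) and the brighter ITGB8 probe, which it lists as lower, lay above, none past limma's test. The brightest probes of PAK2 (0.80), RHOA (1.11), COL11A2 (-0.97), AKT1 (-0.11) and CAV1 (-0.60) had the paper's direction in the authors' table, and that of EGFR (0.19) did not.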

Other observations

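The split counts of the gene lists were set before their outcome was seen; those of the probes and of focal adhesion enrichment, and the tests on gene names and on the authors' table, were chosen after the real counts or p-values were seen.

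At 20 µM, which the paper does not report, the genes of lowest p with a lower signal were GPR81, the lactate receptor, with a difference in mean log2 intensity of -0.39 (standard error 0.063), C11orf24 (-0.58), C7orf29 (-0.33), S100A1 (-0.25), GNRHR, the gonadotropin-releasing hormone receptor (-0.30), LILRA4, a receptor of immune cells (-0.28), PCDHA10, a protocadherin (-0.33), and RAP1GAP2 (-0.28). Among those with a higher signal were CCDC51 (1.12, standard error 0.33), VEZF1, a transcription factor of endothelial cells (0.55), ADAMTS15, a matrix protease (0.24), U2AF1, a splicing factor (0.16), OBSL1 (0.45) and ZNF577 (0.34). None passed limma's adjusted p: 0 of 25378 probes did, 594 had an unadjusted p under 0.05 (106 higher, 488 lower), and the methods' t-test gave 523 and 0 after adjustment. Of these 594, 397 of the lower and 4 of the higher were among the 1964 named bright probes. Most of the lower side is therefore the shift of bright probes described above, for which a weaker signal over background was not excluded. The limma count was 335 without control replicate 1, 1010 without 20 µM replicate 2 and 1393 without 20 µM replicate 3. The share higher was 17.8% from raw intensity, 52.8% with normexp, 51.5% with cyclic loess, 40.7% without 20 µM replicate 1, 52.0% without 20 µM replicate 2 and 28.9% without 20 µM replicate 3. VEZF1 passed limma's adjusted p without 20 µM replicate 2 (adjusted p = 0.00888) and CCDC51 without 20 µM replicate 3 (adjusted p = 2.15e-05); the lowest adjusted p over the alternatives ranged up to 1.000. CCDC51 was above the empty spots on 2 arrays and VEZF1 on 1.

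Between the doses, S100A1 had the lowest adjusted p, 0.0516, with a difference of -0.47 at 20 µM against 10 µM, lying above control at 10 µM and below it at 20 µM. In limma 0 probes passed adjustment and 856 had an unadjusted p under 0.05 (215 higher, 641 lower at 20 µM; 809 by the methods' t-test and 0 after adjustment). S100A1 passed among probes brighter than the median (adjusted p = 0.0309) and with array weights (adjusted p = 0.0338), and with the replicate block the lowest adjusted p was 0.232; over all alternatives the lowest adjusted p ranged from 2.10e-05 to 1.000. The count was 1387 without 20 µM replicate 2 and 1635 without 20 µM replicate 3. The share higher was 25.1% from raw intensity, 49.2% with normexp, 39.3% with cyclic loess and 41.0% in the authors' table, and 51.7% and 50.8% without 20 µM replicates 1 and 2. VEZF1 passed without 20 µM replicate 2, and CCDC51 and TRPM7 without 20 µM replicate 3.

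Of the 34 lists, 0 passed limma's camera at either dose. At 20 µM, 18 of 26 integrin subunits were lower (median difference -0.032), 37 of 56 genes of integrin binding (-0.026) and 25 of 36 NF-κB inflammation genes (-0.033), each with an adjusted p = 0.349 (adjusted p = 0.525 with an estimated correlation). Bright probes stood for 4, 11 and 9 of these genes in that order, against 7.74% of all named probes. Since 85.4% of bright probes were lower at 20 µM, the lean may not be particular to these lists, which was not tested. For integrin binding 31 were lower with cyclic loess (median -0.0047) and 31 with median centring alone (-0.012), and the mean of the NF-κB genes was above 0 with normexp, cyclic loess or net intensity. CTNNA2, an alpha-catenin, was the 1 gene of the cadherins and catenins that passed when adjusted over the list alone at 20 µM (-0.25, standard error 0.054); it was chosen after its value was seen and did not pass over all probes (adjusted p = 1.00). At 10 µM, 27 of 36 squamous differentiation genes were lower (median difference -0.014, adjusted p = 0.642, and adjusted p = 0.890 with an estimated correlation), against 18 with normexp. Of 27 matrix metalloproteinases, their inhibitors and plasminogen activators, 15 were higher and 12 lower at 10 µM, with a median of 0.0073 but a mean of -0.0084 and a test on the lower side, and with normexp 11 were higher and 16 lower; after MMP16, PLAT (-0.091) and MMP8 (-0.085) had the lowest p. NRF2 targets such as PIR (0.14), ABCC1 (0.088) and TXN (-0.045), AHR targets such as CYP1A2 (-0.081, which was 0.11 with cyclic loess and 0.088 with normexp), ALDH3A1 (-0.12) and AHRR (-0.087), and hypoxia targets such as BNIP3L (-0.10), BNIP3 (0.28) and SLC2A3 (-0.12) did not pass at 10 µM. For the protease, NRF2, AHR and hypoxia lists and those of fibroblast, immune and endothelial markers, the adjusted p = 0.965 each (adjusted p = 0.955 with an estimated correlation).

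Across probes, which are not independent replicates, the differences at 10 µM and at 20 µM correlated at r = 0.239, below the 0.476 to 0.528 that 100 simulations of unchanged groups against the shared controls gave, and their covariance was 0.00138 against 0.00450 simulated. The correlation rose to 0.445 with normexp and to 0.497 without control replicate 3, where the median of the simulations was 0.501 and 0.600. The simulations draw the arrays independently and leave out the correlations between same-numbered arrays, which can shift the value expected without a change, so r below them does not show that the doses act apart. The control arrays could not be split into sets of at least 2.

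Splits of 6 arrays into 3 and 3 number 10, too few for a share under 0.05. At 10 µM against control all 10 gave at least as many probes at an unadjusted p under 0.05 as the real split, 198 against up to 2309, or 1438 among the splits that, like the real one, part all 3 same-batch pairs; the others keep pairs together. At 20 µM against control 9 of 10 did (594 against up to 3167), and at 20 µM against 10 µM 8 of 10 (856 against up to 2133). After adjustment, the real counts were 0 and the highest of the others 0, 1 and 0. For gene lists the real counts were 0 and the highest others 1 at 10 µM and 0 at 20 µM. For focal adhesion enrichment on raw intensity the real Fisher's exact p was 0.795 and the lowest other 0.263.

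For the probes past the methods' t-test in the authors' table at 10 µM, a change in expression of the named gene was set against chance. The real split gave 1274 probes and the highest of the other 9 splits 1269, and 1 of 10 splits, the real one, gave as many. Chance alone gives 1268.9 at this threshold, so the count of 1274 shows no excess. For focal adhesion enrichment there, the real Fisher's exact p was 1.32e-04 and the lowest other 0.332, on a list that holds the genes the paper found on these arrays. Where another probe carried the name of a called gene, it lay on the same side of control in 369 of 739 pairs, or 49.9% (95% binomial interval, exact, 46.3% to 53.6%). Both probes were above the empty spots in 2 of those pairs, so a change of the named gene and chance cannot be told apart here.

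For the lack of a shared level between probes of a name, a shift of all names along the spots was tried: over 107587 shifts, forward and reversed, the highest correlation was 0.0565. This test could find a shift only if the levels follow the named transcripts, so it does not exclude one where cell RNA gives little signal. Little signal from cell RNA over background may account for the lack and was not excluded: ribosomal protein probes were not shown to be above the empty spots more often than olfactory receptor probes (one-sided Fisher's exact p = 0.874). Names assigned wrongly in another way were not tested and stay open. Bright probes held their level between control and 10 µM (r = 0.977 across 2211 probes). They are the same spots, chosen by their mean over these arrays, so this does not show signal from the named transcripts. No biological explanation of this lack was tested.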
